# TCR signal strength controls thymic differentiation of iNKT cell subsets

**DOI:** 10.1038/s41467-018-05026-6

**Published:** 2018-07-09

**Authors:** Kathryn D. Tuttle, S. Harsha Krovi, Jingjing Zhang, Romain Bedel, Laura Harmacek, Lisa K. Peterson, Leonard L. Dragone, Adam Lefferts, Catherine Halluszczak, Kent Riemondy, Jay R. Hesselberth, Anjana Rao, Brian P. O’Connor, Philippa Marrack, James Scott-Browne, Laurent Gapin

## Abstract

During development in the thymus, invariant natural killer T (iNKT) cells commit to one of three major functionally different subsets, iNKT1, iNKT2, and iNKT17. Here, we show that T cell antigen receptor (TCR) signal strength governs the development of iNKT cell subsets, with strong signaling promoting iNKT2 and iNKT17 development. Altering TCR diversity or signaling diminishes iNKT2 and iNKT17 cell subset development in a cell-intrinsic manner. Decreased TCR signaling affects the persistence of *Egr2* expression and the upregulation of PLZF. By genome-wide comparison of chromatin accessibility, we identify a subset of iNKT2-specific regulatory elements containing NFAT and Egr binding motifs that is less accessible in iNKT2 cells that develop from reduced TCR signaling. These data suggest that variable TCR signaling modulates regulatory element activity at NFAT and Egr binding sites exerting a determinative influence on the dynamics of gene enhancer accessibility and the developmental fate of iNKT cells.

## Abstract (web summary)

Invariant natural killer T (iNKT) cells can be subsetted by their cytokine profiles, but how they develop in the thymus is unclear. Here the authors show, by analysing mice carrying mutant *Zap70* genes, that T cell receptor signaling strength induces epigenetic changes of genes to modulate iNKT lineages.

## Introduction

iNKT cells recognize lipid antigens presented by CD1d, a non-polymorphic major histocompatibility complex (MHC) class I-like antigen-presenting molecule^1^. These cells use a semi-invariant TCR made up mostly of a single invariant TCRα chain (Vα14-Jα18 in mice, Vα24-Jα18 in humans) with certain TCRβ chains (Vβ8.2, Vβ7, or Vβ2 in mice, Vβ11 in humans) to engage CD1d. In the thymus, iNKT cells develop into three major terminally differentiated and functionally distinct iNKT cell subsets^2,3^. iNKT1 cells express the transcription factor T-bet and secrete predominantly IFNγ; iNKT2 cells express high levels of the GATA3 and promyelocytic leukaemia zinc finger (PLZF) transcription factors and secrete IL-4 and IL-13; iNKT17 have intermediate levels of PLZF, are positive for RAR-related orphan receptor gamma (Rorγt) expression, and secrete IL-17. Importantly, the relative distribution of the three thymic iNKT subsets varies in different mouse strains and affects the phenotype and activation status of surrounding cells.

Unlike most T cells that leave the thymus to populate the peripheral immune organs, some mature iNKT cells are retained in the thymus and become long-term thymic residents^4^, with potentially important functions. In particular, mature thymic iNKT2 cells produce IL-4 at steady state and thus affect the homeostasis of thymic cell populations^2^. Indeed, IL-4 conditions CD8^+^ T cells to become “memory-like” and to express the transcription factor Eomesodermin^5^. These CD8 “memory-like” T cells have important roles in early defenses, particularly in situations of chronic viral infection^6,7^. Thymic steady-state IL-4 also drives the acquisition of an activated/memory-like phenotype by Foxp3^+^ regulatory T cells^8^, the production of chemokines by thymic dendritic cells^2^, the thymic exit of mature “conventional” T cells^9^ and also perhaps the commitment of early thymic progenitors to the T cell lineage^10^. Additionally, RANKL-expressing CD44^−^ thymic iNKT cells (which are preferentially enriched for iNKT2 and iNKT17 cells) regulate the differentiation of Aire^+^ MHC class II^+^ medullary thymic epithelial cells^11^ that are involved in clonal deletion of self-reactive T cells^12^ and Treg maturation^13^. Altogether, these results suggest that thymic iNKT cells, and particularly the relative subset representation, have fundamental roles in the composition of other thymic cell populations, both by modulating homeostasis and maturation status of these cells, and potentially in shaping the overall size and repertoire diversity of mature “conventional” T cells.

Development of iNKT cells diverges from that of conventional T cells primarily at the double-positive CD4^+^ CD8^+^ (DP) stage and requires TCR recognition of CD1d on DP cells, involving homotypic interactions across a DP–DP synapse where second signals are initiated by the engagement of homophilic receptors of the signaling lymphocytic-activation molecule (SLAM) family, Slamf1 (SLAM) and Slamf6 (Ly108). This signaling recruits the adaptor SLAM-associated protein (SAP) and the Src kinase Fyn, both of which are essential for the development of the iNKT cell lineage^3^. The TCR signals received by iNKT cell precursors during selection are associated with high expression of the Ras-^14^ and Ca^2+^-dependent transcription factors Egr1 and, especially, Egr2^15,16^. Interestingly, high expression levels of Egr2 in pre-selection DP thymocytes are potentiated by co-stimulation through Ly108^17,18^. Egr2 directly regulates the expression of several genes involved in the development of iNKT cells, including PLZF and CD122, one of the chains of the IL-15 receptor^15^. Egr2 is recruited to the promoter of *Zbtb16* (which encodes PLZF) after TCR engagement and co-stimulation with Ly108^15,17^. PLZF directs the acquisition of effector properties, such as the upregulation of CD44 and production of effector cytokines^19,20^. Expression of PLZF directs the acquisition of effector properties by binding and regulating T helper-specific transcription factor genes that in turn control T-helper-specific programs^19–21^. Several transcription factors and signaling molecules affect the lineage diversification of iNKT cell subsets. On the whole, however, the mechanisms that control these iNKT cell fate decisions during development remain poorly understood.

Here, we show that TCR signal strength governs the development of iNKT cell subsets in the thymus, with high signal strength being necessary for iNKT2 and iNKT17 development. The avidity of the iNKT TCR–CD1d interaction correlates with iNKT cell subset assignment and the expression of markers reflecting strength of signaling during selection, suggesting that differential TCR signal strength likely has a role in iNKT cell subset differentiation. Limiting the iNKT TCR repertoire diversity through the use of TCRβ transgenic mice and/or TCR signaling using mice with Zap70 mutations markedly impacts iNKT2 and iNKT17 cell subset development in a cell-intrinsic manner. Decreased TCR signaling affects the longevity of Egr2 expression and the upregulation of PLZF both in vitro and in vivo. Genome-wide chromatin accessibility analysis reveals subset-specific activity of regulatory elements associated with unique transcription factor binding site signatures. NFAT and Egr binding motifs are found preferentially enriched in chromatin regulatory regions specifically accessible in iNKT2 cells that are not accessible in iNKT2 cells that had developed with reduced TCR signaling. Altogether, these data suggest a model of iNKT cell subset development wherein variable TCR signaling induces changes in chromatin accessibility at NFAT and Egr binding sites that exert a determinative influence on the dynamics of gene enhancer accessibility that in turn determines the developmental fate of iNKT cells.

## Results

### Characteristics of thymic iNKT cell subsets

We analyzed thymic iNKT cells from BALB/c mice in which the human CD2 gene was knocked-in into the IL-4 locus (KN2), thereby allowing for the identification by flow cytometry of IL-4-secreting iNKT2 cells directly ex vivo. iNKT cells, identified using PBS57–CD1d tetramer and TCRβ co-staining, were electronically placed on a grid consisting of 30 gates, allowing for the analysis of iNKT cells expressing different TCR levels and/or different binding to the PBS57–CD1d tetramer for a given level of TCR (Fig. 1a). Thus, each gate examined cells with different avidities for the antigen–CD1d complex. The proportion of each iNKT subset in each of the 30 different gates was calculated (Supplementary Fig 1) and displayed as a heatmap. Although not all gates contain the same number of cells, displaying the proportion of each iNKT cell subsets in the 30 gates revealed a direct correlation between the overall avidity of the TCR–PBS57–CD1d interaction and the three major iNKT cell subset phenotypes (Fig. 1b). iNKT1 cells express the lowest amount of TCR and are stained by the tetramer with the lowest intensity. iNKT17 cells express intermediate levels of TCR. However, for a given level of TCR expression, iNKT17 cells bind the tetramer more strongly than iNKT1 cells. Finally, iNKT2 cells express the highest TCR levels and stained more brightly with the PBS57–CD1d tetramer. This correlation is not observed with another marker of mature iNKT cells (CD44). These results demonstrate that the different thymic iNKT cell subsets have disparate but overlapping avidities for the PBS57–CD1d complex.

**Fig. 1:**
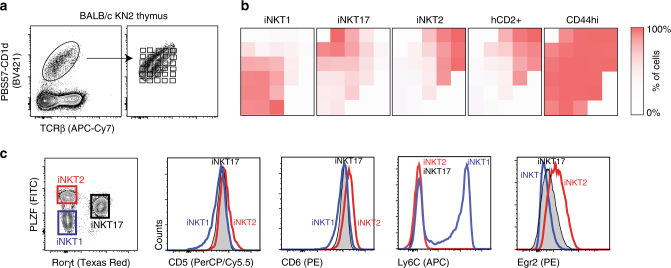
Thymic iNKT subsets have different avidities for the PBS57–CD1d tetramer that correlate with expression of surrogate markers reflective of strength of signaling during selection. **a** Cells from the thymus of BALB/c IL-4 reporter KN2 mice were stained with anti-TCRβ mAbs and PBS57–CD1d tetramers. iNKT cells were then electronically placed on a grid consisting of 30 gates, allowing for the analysis of iNKT cells expressing different TCR levels and/or different binding to the PBS57–CD1d tetramer for a given level of TCR. **b** The proportion of iNKT1 (PLZF^lo^, Rorγt^−^, Tbet^+^), iNKT17 (PLZF^int^, Rorγt^+^, Tbet^−^), iNKT2 (PLZF^hi^, Rorγt^–^, Tbet^–^, or hCD2^+^) as well as the proportion of CD44^hi^ cells in each gate was recorded and displayed as a heatmap. **c** Representative histograms for the expression of CD5, CD6, Ly6C, and Egr2 in each iNKT cell subset (as defined by the gating strategy shown on the left) is shown. Data are representative of *n* > 3 mice for each staining

It is conceivable that these observed differences in avidities for the CD1d-foreign antigen PBS57 could also reflect differential avidities for the CD1d-self antigen(s) recognized during positive selection of the different iNKT cell subsets. Consequently, the strength of TCR signaling received by the different iNKT cell subsets during positive selection might be different as well. Surface expression of CD5 and CD6 molecules directly parallels the signaling intensity of the positively selecting TCR–MHC–ligand interaction^22–26^, while expression of Ly6C by CD4 T cells is inversely correlated with self-reactivity of their TCRs^27^. As seen in Fig. 1c, iNKT2 cells express the highest level of CD5 and CD6 proteins while they are negative for Ly6C. iNKT17 cells have lower levels of CD5 and CD6 expression than iNKT2 cells and are also Ly6C negative. Finally, iNKT1 cells express the lowest levels of CD5 and CD6 proteins of the three subsets, while >60% of the cells are also Ly6C positive. Thus, on the basis of expression of these 3 markers, it appears that the three iNKT cell subsets have received different strengths of signaling during selection in the thymus, with the following hierarchy iNKT2 > iNKT17 > iNKT1. We also examined Egr2 expression in the three iNKT cell subsets (Fig. 1c). The results show that iNKT2 cells express the highest level of Egr2 followed by iNKT17 and iNKT1 cells. These results are in agreement with the expression of GFP driven from the immediate early gene *Nr4a1* (Nur77) locus, which directly correlates with the strength of TCR stimulus^28^. Altogether, these results demonstrate that the different iNKT cell subsets receive signals of different strength during their development in the thymus and that the avidity of the TCR repertoires expressed by each subset positively correlates with this signaling strength.

### Development of iNKT subsets in mice with a fixed TCRβ chain

We examined whether the development of iNKT cell subsets would be disturbed if the specificity of the repertoire was fixed. We used transgenic mice that express the TCRβ chain derived from the OVA-IA^d^-specific clone DO-11.10 (DO). The composition of iNKT cell subsets in the thymus of 8-week-old B6 and BALB/c mice is different with BALB/c mice having large populations of iNKT2 and iNKT17 cells compared to B6 mice (Fig. 2)^2^. Interestingly, the B6 × BALB/c F1 strain recapitulates the BALB/c phenotype (Fig. 2), allowing us to analyze the effect of TCRβ DO expression on iNKT cell subset development in B6 mice and F1 (B6 × BALB/c) mice. Enforced expression of a single TCRβ chain strongly affects the development of iNKT cell subsets on both genetic backgrounds (Fig. 2). The proportions of iNKT2 and iNKT17 cells in DO11.10 TCRβ transgenic mice are largely reduced compared to those of control mice with polyclonal repertoires, demonstrating that the specificity of the iNKT TCR has a key role in the development of iNKT cell subsets.

**Fig. 2:**
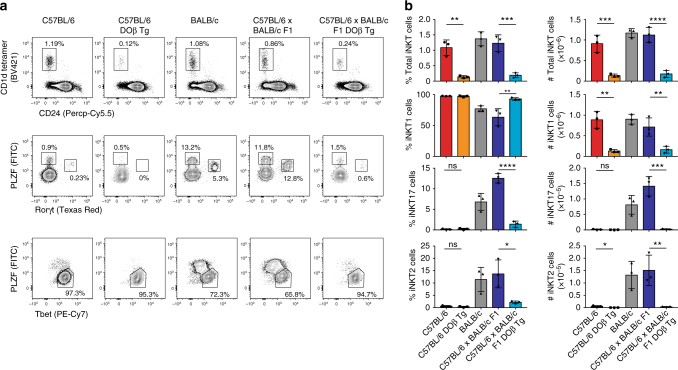
Development of iNKT cell subsets in DO11.10 TCRβ transgenic mice on the C57BL/6 or C57BL/6 × BALB/c F1 background. **a** The thymi of 8-week-old C57BL/6, C57BL/6 DO11.10 TCRβ transgenic, BALB/c, C57BL/6 × BALB/c F1, and BALB/c × C57BL/6 DO11.10 TCRβ transgenic mice were stained with anti-CD24 mAbs, PBS57–CD1d tetramers and mAbs specific for the transcription factors PLZF, Rorγt, and Tbet. Representative flow cytometry plots for the frequency of total mature iNKT cells and iNKT subsets in each genotype is shown. **b** Summary of the data shown in **a** with three mice per group. Data are mean ± SD. Significance was assessed using multiple comparison one-way analysis of variance (ANOVA) *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant. For clarity purposes, the only statistics shown are between mice with or without expression of the DO11.10 TCR transgene for a given genetic background

### Vβ repertoire and Egr2 levels in thymic iNKT cell subsets

In addition to its surface expression level, the nature of the TCR itself can affect the duration and the strength of TCR signaling^29^. Therefore, we assessed the percentage of Vβ usage for the three iNKT cell subsets expressing different avidities for the PBS57–CD1d tetramer. BALB/c thymic iNKT cells were electronically gated based on three discrete TCR levels (Fig. 3a). Although the correlation between avidity and iNKT cell subsets held generally true (Fig. 1a), each iNKT subset could nevertheless be found, albeit in very low frequencies in some instances, for each level of TCR expression (Fig. 3a). We examined the expression of Vβ2, Vβ7, Vβ8.1/8.2, and Vβ8.3 by the three iNKT cell subsets found for each level of TCR (Fig. 3b). In agreement with previous results^2^, we found that the proportion of Vβ usage is different between iNKT cells subsets. Unexpectedly, however, the proportion of Vβ usage within a given subset also varies between cells having different avidities for the PBS57–CD1d complex. For example, 52% of iNKT17 cells expressing low TCR levels use the gene segment Vβ8.3, while only 5.1% of iNKT17 cells that are TCR^hi^ are Vβ8.3^+^ (Fig. 3b). Likewise, 19% of TCR^lo^ iNKT2 cells use Vβ8.1/8.2 but this proportion increased to 55% for iNKT2 cells expressing high levels of TCRs (Fig. 3b). These results demonstrate that the repertoire of each iNKT cell subset is not only unique to a given subset but also varies as a function of the level of TCR surface expression. We also analyzed the levels of Egr2 expression in each iNKT subset expressing different TCR levels. Each iNKT cell subset expresses a limited range of Egr2 protein (Fig. 3c, d) that appears delimited by the levels of TCR surface expression for a given subset. For example, the few iNKT1 cells that are TCR^hi^ express Egr2 levels that remain lower than TCR^lo^ iNKT2 cells (Fig. 3d). Thus, it appears that each iNKT cell subset expresses a unique TCRβ repertoire modulated by the overall level of TCR expression on the cells but that the combination results in discrete signal strength.

**Fig. 3:**
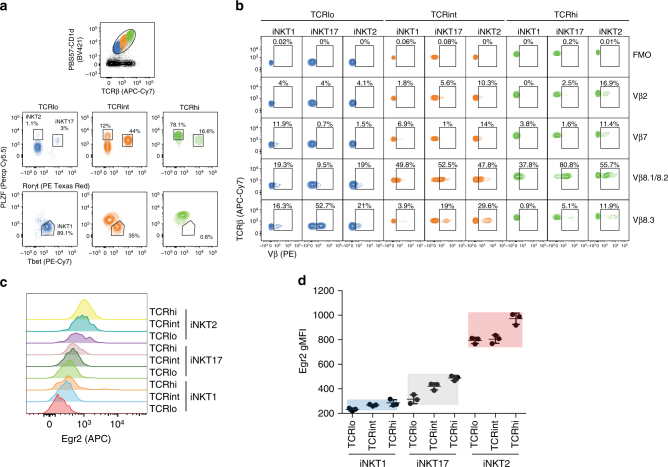
Thymic iNKT subsets with different TCR levels express different proportions of Vβ usage but discrete Egr2 levels. Cells from the thymus of 8-week-old BALB/c mice were stained with anti-TCRβ mAbs, PBS57–CD1d tetramers, mAbs specific for the transcription factors PLZF, Rorγt, and Tbet and the indicated anti-Vβ mAbs. **a** iNKT cells were subdivided based on expression of different TCR levels. The proportion of iNKT cell subsets for each level of TCR expression (TCR^low^ (blue), TCR^int^ (orange) and TCR^high^ (green)) is shown. **b** The percentage of Vβ usage found in each iNKT subset expressing three distinct TCR levels is shown with the fluorescence minus one control (FMO). Data are representative of three independent mice analyzed. **c** Example of Egr2 expression in each iNKT cell subsets expressing different levels of TCR. **d** The gMFI of Egr2 expression was recorded from three independent staining of iNKT cell subsets expressing different TCR levels from one individual mouse as gated in **a**. Three independent mice were analyzed in this way with similar results

### Thymic iNKT cell subsets in Zap70-mutant mice

To further test the idea that strength of TCR signaling affects iNKT cell fate choice, we examined iNKT cell development in mouse models with hypo-responsiveness to TCR stimulation, the YYAA and SKG mice^30,31^. Both mutations diminish TCR signal strength and thus provide opportunities to analyze the effects of signal strength on iNKT cell differentiation on both B6 and BALB/c genetic backgrounds. Both strains show skewed development of iNKT subsets (Fig. 4). In the thymus of YYAA mice, iNKT2 cells are largely decreased proportionally and numerically compared to the B6 controls (Fig. 4a, b), while in SKG mice, which have a more profound impairment of TCR signaling than the YYAA mice^30^, most of the iNKT cells are iNKT1 cells in striking contrast to those in age-matched control BALB/c mice (Fig. 4a, c). Because differences in subset ratios are stronger between BALB/c and SKG mice, subsequent experiments are only carried out with these two strains.

**Fig. 4:**
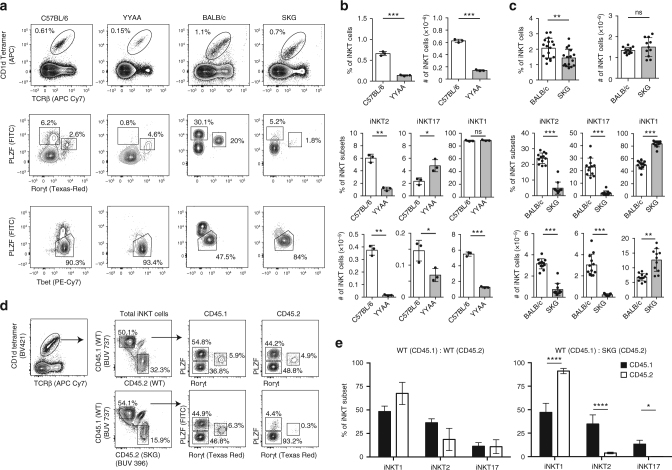
Cell-intrinsic deficiency in iNKT2 and iNKT17 subsets development in mice with Zap70 hypomorphic mutations. **a** Representative flow cytometry plots showing the frequency of total iNKT cells and iNKT cell subsets in the thymi of 8-week-old C57BL/6, C57BL/6 YYAA, BALB/c, and BALB/c SKG mice. Each genotype was analyzed independently and compared to wild-type control mice of the appropriate background. **b**, **c** Summary of the data shown in **a** with percentages and cell numbers of total iNKT cells and iNKT cell subsets in the various genotypes analyzed. Data are mean ± SD. Significance was assessed using the unpaired *t*-test. **d** Analysis of thymic iNKT cell subsets in competitive bone marrow chimera. Congenically marked bone marrow cells from BALB/c wild-type mice (CD45.1) were mixed in a 1:1 ratio with (CD45.2) BALB/c or SKG bone marrow cells and injected into lethally irradiated F1 (CD45.2 × CD45.1) BALB/c mice. The thymi of the chimera were analyzed for iNKT cell subset composition 8–10 weeks post reconstitution and representative flow cytometry plots are shown. After gating on total iNKT cells, the proportion of iNKT cell subsets derived from either CD45.2^+^ or CD45.1^+^ bone marrow cells is shown. **e** Summary of the data shown in **d** with ≥5 mice per group. Data are represented as mean ± SD. Significance was assessed using one-way analysis of variance (ANOVA) *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant

### Cell-intrinsic Zap70 affects iNKT subset development

To determine whether the SKG mutation effects on iNKT cell subset development are cell intrinsic or extrinsic, we generated competitive bone marrow chimeras. BALB/c-derived bone marrow cells produce all three iNKT cell subsets with large proportions of iNKT2 (40–50%) and iNKT17 (5–6%) cells (Fig. 4d). By contrast, SKG-derived iNKT cells are composed mostly of iNKT1 cells, with poor representation of iNKT2 (4%) and iNKT17 (0.3%) cells. These results demonstrate that iNKT cell precursors need to receive adequate TCR signaling mediated through Zap70 in order to develop efficiently into the iNKT2 and iNKT17 lineages and that cell extrinsic signals in the thymus cannot compensate for this deficiency.

### Zap70 activity-dependent gene expression in stage 0 cells

To determine whether changes in strength of TCR signaling might have affected the developmental program of iNKT cells, we used RNA-Seq to compare gene expression in the earliest iNKT cell progenitors, just after positive selection (stage 0 cells), between BALB/c and SKG mice. iNKT cells were enriched using PBS57–CD1d tetramer and magnetic beads (Fig. 5a). 

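The RNA-Seq experiment consisted of 6 libraries, 3 from BALB/c and 3 from SKG mice, the latter carrying a hypomorphic mutation of Zap70 on the BALB/c background. Each library was made from about 1000 stage 0 iNKT cells recovered from the pooled thymi of 3 mice aged 8 to 10 weeks, so a replicate is a pool of mice. The paper's methods name the SEQR whole transcriptome amplification kit with 8 cycles of preamplification, whereas the sample labels name the SMART-Seq v4 kit with 18 cycles, and which of these was used could not be settled from the counts. Reads of 50 nt were aligned by the authors to GRCm38, and those overlapping exons with a mapping quality of at least 10 were counted per gene without normalization. No gene had been filtered out. The reads counted on genes were 41503397, 37537933 and 43115544 in the BALB/c replicates 1 to 3 and 40276328, 39532590 and 37176544 in the SKG replicates 1 to 3. Despite these similar depths, the number of genes with at least 10 reads ranged from 11415 to 14339 among the BALB/c libraries and from 10835 to 14791 among the SKG libraries. Of the 11505 genes with at least 100 reads in a BALB/c library, 1226 (10.7%) had 0 reads in another BALB/c library, and the same held for 1155 of 11397 genes (10.1%) in SKG. PCR copies of a molecule cannot be told from separate molecules in these counts, so confidence intervals given for shares of reads cover counting error only. From the counts, genes were compared between the genotypes with edgeR's quasi-likelihood F test after TMM normalization and edgeR's default filter on low counts, which left 12312 genes. A gene was called differentially expressed at a Benjamini-Hochberg FDR under 0.1 and a fold change of at least 1.5, the thresholds of the paper, which used DESeq2. Expression is given as CPM, the counts of a gene scaled to the library's TMM-normalized total. Fold changes are given as SKG over BALB/c unless stated otherwise, and a standard error is the absolute log2 fold change divided by the square root of the F statistic. With 3 libraries against 3, a two-sided exact permutation test on a single gene cannot give a p below 0.1.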

Stage 0 iNKT cells were defined as CD44^lo^, CD24^+^, CD4^low/−^, CD8^−^, CD69^+^, and sorted using these markers. This sorting strategy eliminates DP thymocytes that invariably contaminate the CD24^+^ fraction and that do not represent genuine stage 0 iNKT cells that are actively signaling (Fig. 5a and Supplementary Fig 2). Confirmation that these cells are genuine iNKT precursors is provided by the analysis of the sequencing reads that are mapped to the TCRα locus (Supplementary Fig 3). 

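In the counts per gene, reads on the TCRα variable segments Trav11 and Trav11d, near-identical copies that encode the Vα14 chain of iNKT cells, were summed and set against all reads on 128 Trav segments. Their share was 18.7%, 19.1% and 21.1% in the BALB/c libraries and 21.9%, 18.1% and 17.3% in the SKG libraries. The exact Clopper-Pearson 95% intervals of single libraries reached from 16.3% at the lowest to 23.1% at the highest. The means were 19.6% ± 1.31 (SD, n = 3 libraries) in BALB/c and 19.1% ± 2.44 (SD, n = 3) in SKG, a difference smaller than the spread between libraries (two-sided exact permutation test, p = 0.7). Over the 6 libraries, 6160 of 32024 Trav reads lay on this pair of segments, and the next most counted segment, Trav3-3, had 2262. Traj18, the joining segment of the invariant chain, took 6.62%, 4.06% and 6.03% of the reads on 60 Traj segments in BALB/c and 15.4%, 6.15% and 3.34% in SKG (two-sided exact permutation test, p = 0.8). The share of 15.4% in SKG replicate 1 rested on 63 of 410 reads, with a 95% interval from 12.0% to 19.2%. On the TCRβ side, Trbv13 segments (Vβ8) took 63.3% ± 4.39 (SD, n = 3) of Trbv reads in BALB/c and 63.6% ± 2.20 (SD, n = 3) in SKG. Counts per segment do not show which variable and joining segments were rearranged together, so the invariant Vα14-Jα18 junction itself could not be counted.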

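At an FDR under 0.1 and a fold change of at least 1.5, edgeR's quasi-likelihood test called 0 of 12312 genes between SKG and BALB/c stage 0 iNKT cells, and the lowest adjusted p was 0.212. At an unadjusted p under 0.05 there were 671 genes, or 5.45% of those tested, of which 378 were higher in SKG and 293 higher in BALB/c. The limma-voom test also called 0 genes. With DESeq2's Wald test on the same counts, 370 genes were called without shrinkage of the fold changes, 177 of them higher in SKG and 193 higher in BALB/c, and 231 were called with shrunken fold changes. The common dispersion between libraries of one genotype was 0.842, which corresponds to a coefficient of variation of 91.8%. The libraries of the genotypes did not overlap for 1710 genes, or 13.9% of those tested, where chance gives 10%. Of these, 833 were higher in SKG and 877 higher in BALB/c.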

We detected statistically significant differential expression (FDR < 0.1) of 238 genes between the two genotypes (Fig. 5b), with a significant enrichment for genes implicated in cell activation and immune cell development (Supplementary Fig 4). 

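Across the 9 genes that the paper names in its text for this comparison, the libraries of the genotypes did not overlap for any gene. All 9 had an unadjusted p under 0.05 and 0 had an FDR under 0.1 over all genes tested, with the lowest at 0.328. Adjusted over the list alone, 9 passed, which is not independent evidence because the study chose these genes on the same samples. Tcf7, on chromosome 11 of GRCm38 from 52252371 to 52283014, was at 239 ± 104 CPM (SD, n = 3 libraries) in BALB/c and 830 ± 84.9 (SD, n = 3) in SKG, a log2 fold change of 1.79 (standard error 0.31, adjusted p = 0.617 from edgeR). Runx3, on chromosome 4 from 135120652 to 135177990, had 0, 0 and 5 reads in BALB/c and 60, 403 and 83 in SKG (edgeR, adjusted p = 0.830). Rora, on chromosome 9 from 68653786 to 69388246, had 770, 310 and 206 reads in BALB/c and 11, 0 and 0 in SKG (edgeR, adjusted p = 0.830). For Runx3 and Rora a fitted fold change depends on the prior count added to the libraries near 0, so their reads are given. DESeq2 with shrunken fold changes called 8 of the 9 genes, with Egr2 as the exception.

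**Figure D1:**
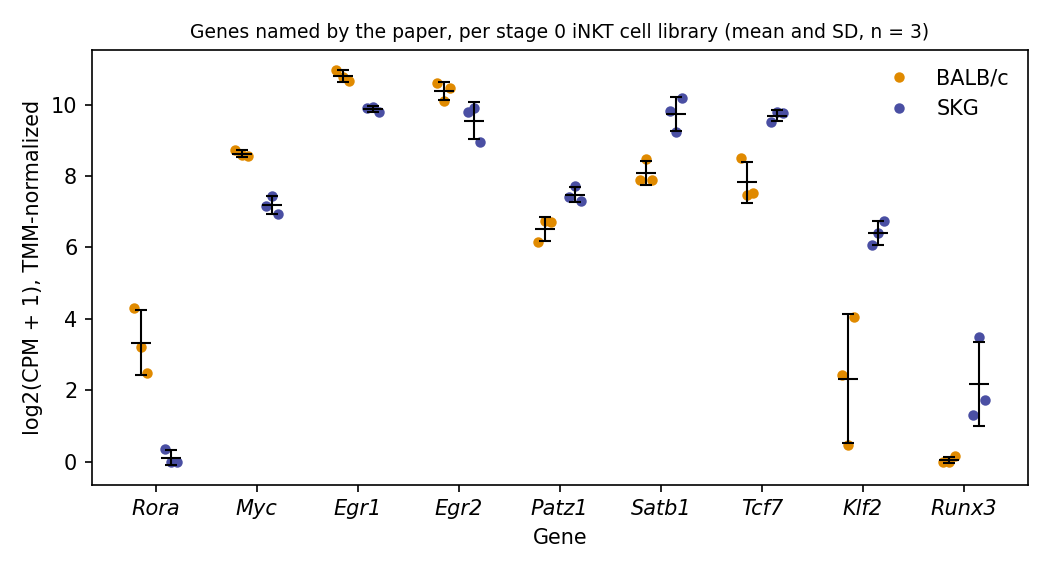
Expression of the 9 genes named in the text in each stage 0 iNKT cell library, as log2 of TMM-normalized CPM with 1 added (vertical axis), for each gene (horizontal axis). Points are libraries (3 per genotype), lines and bars are the mean and SD, and the points of BALB/c and SKG lie apart for all 9 genes.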

Amongst the differentially regulated genes, several are known regulators of iNKT cell development, including *Egr1* and *Egr2*, *Myc*, *Tcf7*, *Klf2*, *Runx3*, and *RORa*. Interestingly, several factors involved in chromatin remodeling and transcriptional regulation, which are induced during positive selection of T lymphocytes (*Patz1* and *Satb1*), are also differentially regulated. 

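Patz1 lies on chromosome 11 of GRCm38 from 3288874 to 3309083. It was at 92.7 ± 20.0 CPM (SD, n = 3 libraries) in BALB/c and 179 ± 28.0 (SD, n = 3) in SKG, a log2 fold change of 0.95 (standard error 0.23, adjusted p = 0.682 from edgeR). Satb1, on chromosome 17 from 51736187 to 51833290, was at 276 ± 69.7 (SD, n = 3) in BALB/c and 886 ± 278 (SD, n = 3) in SKG, a log2 fold change of 1.68 (standard error 0.29, adjusted p = 0.617 from edgeR). Both were higher in each of the 3 SKG libraries than in any BALB/c library. DESeq2 with shrunken fold changes called both genes, with adjusted p of 0.0704 for Patz1 and 0.00233 for Satb1.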

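A list of 21 tested genes that T-cell receptor stimulation induces, fixed before the counts were seen, was compared as a set with limma's camera at an inter-gene correlation of 0.01. The median log2 fold change of the list was -0.17 and its mean -0.40, with 9 of the genes higher in SKG, and the camera p was 0.0596 (adjusted p = 0.300 over 12 lists). With 1 library left out the median ranged from -0.64 (without SKG replicate 2) to -0.06 (without SKG replicate 3). The fry test gave 0.0114 (adjusted p = 0.137), and 5 members of the list were picked by the study from these libraries. Of the 12 lists, 0 had an adjusted p under 0.1 with camera, with fry or with an estimated correlation. Without a filter on low counts the TCR-induced list passed with camera (adjusted p = 0.0650). Zap70 mRNA itself, on chromosome 1 from 36761798 to 36782818, was at 448 ± 65.4 CPM (SD, n = 3 libraries) in BALB/c and 356 ± 45.9 (SD, n = 3) in SKG, with overlapping libraries (log2 fold change -0.33, standard error 0.17, adjusted p = 0.953 from edgeR). From the genes it calls differentially expressed, the paper concludes that a weaker response of the TCR alters iNKT cells from their first stage on.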

Altogether, these results demonstrate that TCR hypo-responsiveness affects iNKT cell development even at the earliest stage of commitment.

**Fig. 5:**
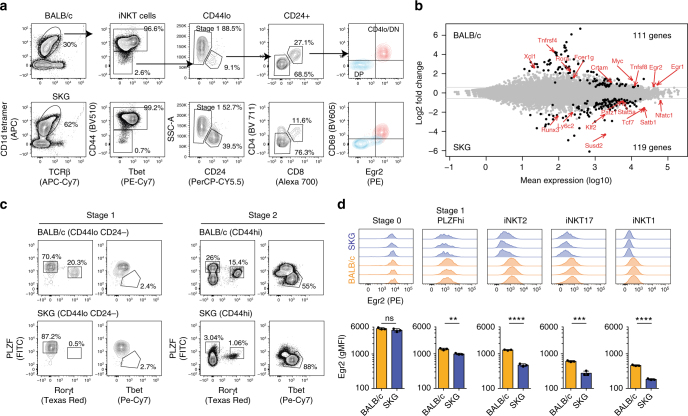
Differential gene expression in iNKT cells of BALB/c and SKG mice. **a** Gating strategy used to identify and sort stage 0 iNKT cells in BALB/c (top) and SKG (bottom) mice. Enrichment of iNKT cells from the thymi of BALB/c or SKG mice was achieved after staining with APC-labeled PBS57–CD1d tetramer and enrichment using anti-APC magnetic beads. Stage 0 iNKT cells were defined as TCRβ^+^ PBS57–CD1d tetramer^+^ CD44^−^ CD24^+^ CD4^lo^ CD8^−^ CD69^+^. As seen on the figure, these cells are also Egr2^+^ (red) in contrast with the CD4^+^CD8^+^ (blue) population that invariably contaminates the cell preparation. **b** Mean average plot of genes expressed differentially in stage 0 iNKT cells isolated from SKG mice relative to their expression in such cells from BALB/c control mice. Data are representative of one experiment with three biological replicates per genotype. 238 genes (displayed in black) were found to be differentially expressed >1.5-fold with a false discovery rate <0.1. **c** Analysis of transcription factor (PLZF, Rorγt, and Tbet) expression in stage 1 (CD44^−^ CD24^−^) and stage 2 (CD44^+^) iNKT cells from the thymi of BALB/c and SKG mice. Data are representative of >5 mice analyzed for each genotype. **d** Analysis of Egr2 expression level in BALB/c (orange) and SKG (purple) iNKT cells at different developmental stages. Results from three mice of each genotypes analyzed independently are shown. The mean ± SD of Egr2 gMFI in each iNKT cell developmental stage in BALB/c and SKG mice is shown. Significance was assessed using the unpaired *t*-test. **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant

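In the authors' deposited DESeq2 table, 238 genes had an adjusted p under 0.1, of which 124 were higher in SKG and 114 higher in BALB/c. When the fold-change threshold of 1.5 was also applied to that table, 230 remained, 119 higher in SKG and 111 higher in BALB/c, and these last numbers match those printed in Fig. 5b. Fold changes computed from the deposited counts with DESeq2's shrinkage differed from the deposited ones by at most 0.000691 on the log2 scale over 25935 genes, and 229 of the 231 genes called in that way are among the 230. In the edgeR fit, 228 of the 230 were tested. All 228 had the direction of the authors' table and no overlap between the genotypes, and 211 had an unadjusted p under 0.05. Since the authors called these genes on the same libraries, this is not independent evidence. Of the 230 genes, 41 (17.8%) had 0 reads in at least 1 library. Among the genes labelled in Fig. 5b, Susd2 had the lowest adjusted p in edgeR. It lies on chromosome 10 from 75636706 to 75644008 and was at 3.93 ± 1.43 CPM (SD, n = 3 libraries) in BALB/c and 93.4 ± 8.68 (SD, n = 3) in SKG, a log2 fold change of 4.57 (standard error 0.41, adjusted p = 0.212 from edgeR). It was called by edgeR when low counts were left unfiltered (adjusted p = 0.0454) and with a stricter filter (adjusted p = 0.0575). Tnfrsf4 had 151, 216 and 73 reads in BALB/c and 1, 2 and 2 in SKG (adjusted p = 0.617 from edgeR).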

### Reduced Egr2 expression in iNKT cells from SKG mice

In agreement with the RNA-seq data, the levels of Egr2 in stage 0 iNKT cells of SKG mice (gMFI 4866 ± 421) are slightly reduced (10%) compared to those in BALB/c animals (gMFI 5432 ± 293), although the results do not reach statistical significance (Fig. 5d). According to the conventional “staging” system of iNKT cell development^3^, immediately following stage 0, precursor cells (iNKTp) are CD44^lo^ CD24^−^ CD69^−^ and PLZF^hi^ ^2^. The cells subsequently reach stage 2 (CD44^hi^), which contains functionally mature iNKT cell subsets^3^. We observed that the differences in the levels of Egr2 expression between BALB/c and SKG mice are more pronounced as the cells progress in their maturation (Fig. 5c, d). iNKTp cells from SKG mice express 1/3 less Egr2 than their counterpart cells in wild-type mice (Fig. 5d). While iNKT2 cells express the highest levels of Egr2 of the three iNKT subsets in BALB/c mice (Figs. 1 and 5d), its level of expression in the few iNKT2 cells of SKG mice (gMFI 469 ± 35) is comparable to the levels found in BALB/c iNKT1 cells (gMFI 459 ± 15). Expression of PLZF and Rorγt in iNKT2 and iNKT17 cells respectively, are also lower in SKG mice (Fig. 5d). Altogether, these results demonstrate that during development of iNKT cells in SKG mice, Egr2 is induced at near normal levels in stage 0 iNKT cells but its expression is not sustained effectively as the cells mature.

### Modulation of Egr2 and PLZF induction in vitro

While induction of Egr2 expression in developing T cells is known to occur downstream of TCR signaling, whether PLZF is induced in an Egr2-dependent manner in response to TCR signaling has been controversial^15,32^. Pre-selection DP thymocytes from the thymus of BALB/c and SKG mice were stimulated with anti-CD3, anti-Ly108 or a combination of both, and followed over time for the expression of Egr2 and PLZF. As seen in Fig. 6, TCR stimulation alone of BALB/c DP thymocytes triggers a few cells to produce Egr2 but its level of expression, which peaks around 40 h post stimulation, remains low. In these conditions, we do not detect PLZF expression at any time point post stimulation. As reported previously^17,18^, co-stimulation with the SLAM family member Ly108 increases the proportion of cells expressing Egr2 as well as the level of expression per cell. Interestingly, cells expressing the highest levels of Egr2 begin to express the PLZF protein around 32 h post stimulation with the proportion of PLZF^+^ cells increasing as a function of time. These results establish that the transcription factor PLZF can be induced in DP thymocytes following TCR/Ly108 stimulation and that only the cells that sustain the highest levels of Egr2 can also express PLZF. Stimulation of SKG DP cells in the same conditions induces a slightly lower percentage of Egr2^+^ cells than the BALB/c cells (Fig. 6b, c) but the levels of Egr2 induced never reach the levels found in the BALB/c cells at any time point post stimulation, and few PLZF^+^ cells are detected in these conditions. These results recapitulate ex vivo observations (Fig. 5) and further support the hypothesis that modulation of TCR signal strength can affect iNKT cell subset differentiation, in part by modulating expression of Egr2 and PLZF.

**Fig. 6:**
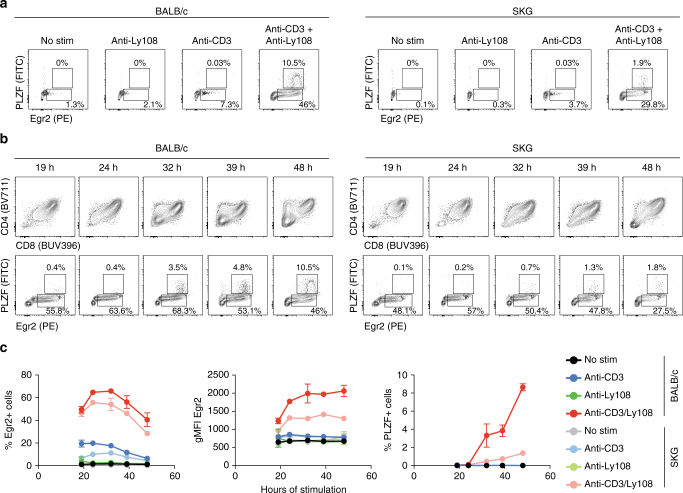
Induction of Egr2 and PLZF in pre-selection DP thymocytes stimulated with plate-bound anti-CD3 and anti-Ly108 mAbs is affected by the SKG mutation. **a** Expression of Egr2 and PLZF proteins in pre-selection BALB/c or SKG DP thymocytes stimulated with media alone (no stim), plate-bound anti-CD3, anti-Ly108, or anti-CD3 + anti-Ly108 for 48 h. At the end of the stimulation, cells were stained using anti-CD4, -CD8, -Egr2, -PLZF mAbs, and a viability dye. The percentages of live cells that are Egr2^+^ and PLZF^+^ are indicated for each stimulatory condition. **b** Time course of CD4, CD8, Egr2, and PLZF expression in pre-selection BALB/c or SKG DP thymocytes stimulated with plate-bound anti-CD3 + anti-Ly108 mAbs. Data are shown for live cells in each conditions. **c** Summary of the data shown in **b** for each stimulatory condition. The percentage of Egr2^+^ cells, the gMFI of Egr2 expression, and the percentage of PLZF^+^ cells are shown. Each experimental condition was tested in duplicate wells and the data are representative of greater than three independent experiments with similar results

### Zap70 activity affects chromatin landscape of iNKT subsets

To assess how TCR signal strength might influence lineage differentiation via regulatory elements, we compared chromatin accessibility between BALB/c and SKG iNKT1 and iNKT2 cells with ATAC sequencing (ATAC-seq). iNKT1 and iNKT2 cell subsets show a unique chromatin landscape, with regions of accessibility specific to each subset. In agreement with their distinct functionalities, the accessibility of subset signature genes (*Ifnγ*, *Tbx21*, *Cxcr3*, *Ccr5*, *Il2rb*, *Fasl*, *Bcl2*, *Il2*, *Zbtb16*, *Slamf6*, *Il17rb*, *Il6ra*, *Ccr7*) is different between subsets (Supplementary Figs. 5 and 6). For example, the chromatin landscapes of the *Ifnγ* and *Tbx21* genes, encompassing not only their promoters but also intragenic and intergenic regions extending as far as several kilobases away, are clearly accessible in iNKT1 but not in iNKT2 cells. By contrast, the chromatin landscape surrounding the *Zbtb16* (encoding PLZF), *Slamf6* (encoding Ly108), *Il17rb*, *Il6ra*, and *Ccr7* genes is clearly more accessible in iNKT2 than iNKT1 cells, in agreement with the differential expression of these genes between these two iNKT subsets^33–35^. Globally, 17,464 regions (out of a total of 90,051 accessible regulatory regions identified) are differentially accessible between BALB/c iNKT1 and iNKT2 cells (Fig. 7a). Similarly, 11,065 regions are differentially accessible between SKG iNKT1 and iNKT2 cells (Fig. 7c). Regions that are more accessible in BALB/c iNKT1 than in BALB/c iNKT2 cells also tend to be more accessible in SKG iNKT1 than in SKG iNKT2 cells (Fig. 7b, d). Conversely, the same holds true for regions that are more accessible in iNKT2 over iNKT1 cells (Fig. 7b, d). These results suggest that the mechanisms involved in setting up the chromatin accessibility landscape specific to each iNKT cell subset are conserved between BALB/c and SKG mice. To ask whether there are specific changes in chromatin accessibility in iNKT cells from SKG mice, we compared the ATAC-seq data between BALB/c and SKG backgrounds for each subsets. In iNKT1 cells, we identified 267 regions that are differentially accessible between BALB/c and SKG, suggesting that reduced TCR signaling only minimally impacts the differentiation of the iNKT1 lineage (Fig. 7e). By comparison, 4254 regions are differentially accessible between BALB/c and SKG iNKT2 cells (Fig. 7e), with >75% of these regions only accessible in BALB/c cells with reduced accessibility in SKGs. To group regulatory elements with similar profiles on their relative signal in each subsets between BALB/c and SKG mice, we partitioned all differentially accessible regions into 6 clusters using k-means. Regions in clusters 1, 4, and 5 define the iNKT1 chromatin landscape signature and are significantly enriched for T-box, Runt, and ETS binding sequences, while clusters 6 and 3 are associated with iNKT2 cells and are enriched for Tcf, Rorγt, NFκB, Egr and NFAT-binding sites (Fig. 7f). Interestingly, cluster 3, which defines peaks found in BALB/c iNKT2 cells but absent from SKG iNKT2 cells, is strongly enriched for NFAT and Egr binding sites (Fig. 7b), suggesting that this unique signature is affected by the SKG mutation (Fig. 7b). Conversely, cluster 2, which defines peaks found in SKG iNKT cells but absent from BALB/c iNKT cells, shows an enrichment for NFκB-binding sites (Fig. 7f). These results suggest that in addition to losing the NFAT/Egr signature, potentially due to a quantitative decrease in TCR signaling, the SKG mutation also alters the signal received by the cells in a qualitative manner.

**Fig. 7:**
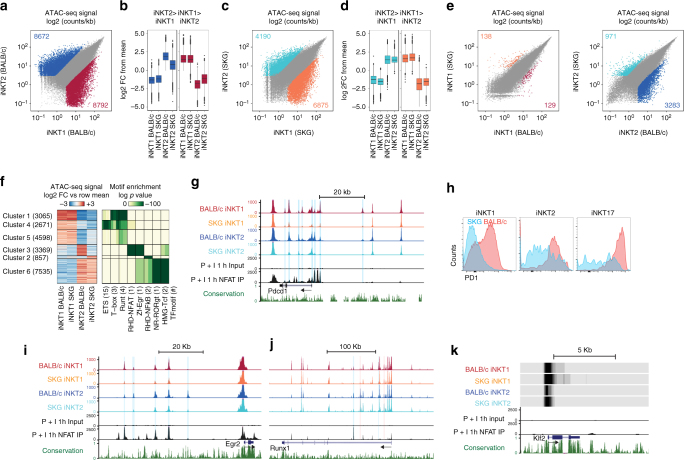
Genome-wide chromatin landscapes of iNKT1 and iNKT2 subsets are affected by the SKG mutation. **a**, **c** Scatterplots of mean ATAC-seq counts per peak comparing iNKT1 and iNKT2 subsets from BALB/c (**a**) or SKG (**c**) mice. **b**, **d** Boxplots of ATAC-seq counts per plots from the indicated samples (labeled at the bottom) at common or differentially accessible regions from the comparison labeled above. Box indicates interquartile range with whiskers ± 1.5 times this range and outlier points. **e** Scatterplots of mean ATAC-seq counts per peak comparing iNKT1 from BALB/c vs SKG mice and iNKT2 subsets from BALB/c vs SKG mice. **f** k-means clustered log2 fold-change from mean ATAC-seq signal for all differentially accessible regions compared to all differentially accessible regions ini NKT1 and iNKT2 cells from BALB/c and SKG mice. The enrichment of known motifs within each cluster of differentially accessible regions compared to all differentially accessible regions in iNKT1 and iNKT2 cells from BALB/c and SKG mice. All motifs with an enrichment log *p*-value <−35 and found in 10% or more regions in at least one cluster are shown. **g** Mean ATAC-seq coverage at the *Pdcd1* locus with a scale 0–1000 for ATAC-Seq tracks. NFAT ChIP-seq coverage from CD8 T cells stimulated or not with PMA + ionomycin for 1 h^37^ are also shown. **h** Flow cytometry analysis of PD1 expression on thymic iNKT cell subsets from BALB/c (red) and SKG (blue) mice. **i** Mean ATAC-seq coverage at the *Egr2* locus with a scale 0–1000 for ATAC-Seq tracks. **j** Mean ATAC-seq coverage at the *Runx1* locus with a scale 0–1000 for ATAC-Seq tracks. For **g**, **i**, and **j**, ATAC peaks with differential signals where BALB/c > SKG mice are highlighted in blue, while peaks with signals SKG > BALB/c mice in at least one subset are in red. **k** ATAC-Seq of chromatin accessibility at the transcription start site of *Klf2* in thymic iNKT1 and iNKT2 subsets from BALB/c and SKG mice

PD1 expression in activated CD8 T cells is controlled by regulatory regions in the *Pdcd1* locus. Accessibility to these regions has been directly linked to the binding of NFAT^36,37^. The same regulatory regions are found accessible in BALB/c iNKT cells (Fig. 7g), with small differences between BALB/c iNKT1 and iNKT2 cells, suggesting that the locus might be differentially regulated in these subsets (Fig. 7g). Importantly however, accessibility to these sites is largely diminished in both iNKT subsets derived from SKG mice (Fig. 7g). Consequently, PD1 is poorly expressed on SKG iNKT cells compared to the wild-type cells (Fig. 7h). These results illustrate the loss of the NFAT signature in iNKT cells from the SKG mice (Fig. 7f).

While the chromatin accessibility profile of the *Zbtb16* locus (encoding PLZF) is not disturbed by the SKG mutation in any iNKT subset (Supplementary Fig 6), we noticed that the loci surrounding two of the transcription factors known to regulate the expression of PLZF in iNKT cells (Egr2 and Runx1^15,38^) are affected (Fig. 7i, j). Within 50 Kb of the *Egr2* transcription start, we identified five putative regulatory regions, some of which are shown to directly bind NFAT in CD8 T cells (Fig. 7i). Importantly, accessibility to these five regions is different between BALB/c iNKT1 and iNKT2 cells, suggesting that control of Egr2 expression between iNKT cell subsets involves different regulatory mechanisms. Nevertheless, for both iNKT subsets, the SKG mutation affects the pattern of chromatin accessibility of putative *Egr2* regulatory regions (Fig. 7i). These results are consistent with the diminished levels of Egr2 expression within these cells (Fig. 5d). Similar results are found for the *Runx1* locus, where subset-specific chromatin accessibility peaks can clearly be delineated (Fig. 7j). Two of these regulatory regions (one of them directly binds NFAT in CD8 T cells) are affected by the SKG mutation (Fig. 7j), suggesting that like Egr2, Runx1 expression might also have been disturbed by the SKG mutation. Finally, analysis of the transcription starting site (TSS) of the *Klf2* gene demonstrates more accessibility in BALB/c iNKT1 over iNKT2 cells, in agreement with the known differential expression of this gene between iNKT1 and iNKT2 cells^2,35^. Accessibility at the TSS is largely increased in both iNKT subsets derived from the SKG mice (Fig. 7k). Such increase in Klf2 expression is already apparent in stage 0 SKG iNKT cells (Fig. 5b).

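Klf2 lies on chromosome 8 of GRCm38 from 72319033 to 72321656. Its reads numbered 183, 14 and 712 in the BALB/c stage 0 libraries and 2659, 3265 and 3857 in the SKG stage 0 libraries. The lowest SKG library therefore lay above the highest BALB/c library, at 66.0 against 15.8 CPM, while the BALB/c libraries differed among themselves from 0.377 to 15.8 CPM.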

To identify potential gene targets of the regulatory elements that are differentially accessible between BALB/c and SKG iNKT cells, we performed gene ontology analysis using GREAT (Genomic Regions Enrichment of Annotation Tool)^39^ (Supplementary Fig 7). For cluster 3, we observe a significant enrichment of gene onthology (GO) terms for the regulation of kinase activity and Notch signaling (Supplementary Fig 7 and Supplementary Table I). Several genes encoding proteins involved in the regulation of mitogen-activated protein kinases (MAPK) activity, including the dual-specificity protein phosphatases Dusp4, Dusp5, and Dusp6^40^, as well as the MAPK/Erk pathway regulators sprouty proteins 1 and 2^41^ show differential chromatin accessibility profiles between iNKT cell subsets that are affected by the SKG mutation (Supplementary Fig. 8). Similar observations are made for the Notch pathway-associated genes, *Hey1*, *Jag1*, *Ovol2*, and *Rbpj* (Supplementary Fig 9). Interestingly, several of these peaks (but not all) bind NFAT in CD8 T cells (Supplementary Figs. 8 and 9). Altogether, these results suggest a potential link between the reduced TCR signaling in SKG mice and alterations of MAPK/Erk activity and Notch signaling in having a role in the development of iNKT cell subsets.

## Discussion

In the thymus, T cell precursors are selected to undergo different fates and functions such as becoming γδ or αβ T cells^42^, CD4 or CD8 T cells^43^, positively selected or clonally deleted^44^, and “conventional” or “agonist-selected” lymphocytes^45^. In these processes, TCR signals cooperate with co-stimulatory molecules, cytokines, chemokines, integrins, and metabolic signals to regulate the generation of T cells with very different phenotypes and functions.

Here, we demonstrate that TCR signal strength is an essential variable in shaping the development of iNKT cell subsets. The three major thymic iNKT subsets generally have different avidities (a combination of TCR expression levels and TCR affinities) for the PBS57–CD1d complex, which is correlated with different levels of proteins whose surface expression levels reflect the TCR signal strength initially perceived during selection^22,26–28^. Thus, as reported previously for conventional T cells^23,25^, the strength of self-reactivity appears directly related to the strength of TCR binding to the α-galactosylceramide analog (PBS57) presented by CD1d. Interestingly, αGC was recently identified in the mouse thymus where it was proposed to have a role in the positive selection of iNKT cells^46^. iNKT2 cells stain the brightest with the PBS57–CD1d tetramer, followed by iNKT17 cells and finally iNKT1 cells. While the quantity of surface TCR available for ligand interaction reflects this differential staining, it is possible that it also mirrors the signaling capacity of the iNKT cell subsets, with high TCR expressing cells capable of sustaining TCR engagement for longer period of time that in turn affect the kinase activity of Zap70^29^. A more direct measure of TCR signal strength received by each subset, through direct staining of the TCR-induced transcription factor Egr2, further reveals that iNKT2 cells indeed receive stronger and/or more persistent TCR signaling than iNKT17 and iNKT1 cells in vivo. This differential Egr2 expression appears to be regulated at the transcriptional level^33^.

As reported previously^2^, the frequency of Vβ usage varies among iNKT cell subsets. Interestingly, Vβ usage within a given subset varies as a function of TCR level as well. Notwithstanding these variations, discrete levels of Egr2 expression are observed in each iNKT cell subset, irrespective of TCR expression levels. These results support the idea that the actual Vβ-Vα usage (and perhaps CDR3β sequence) expressed by each iNKT cell precursor is responsible for the differential signaling observed, in good agreement with recent findings showing that iNKT cell subset development is affected by the biophysical properties of the TCR–antigen–CD1d interaction^47,48^. That said, we do not observe disparate TCR expression levels on the surface of stage 0 precursors. It is possible that small differences in TCR expression levels on iNKT cell precursor cells exist, but cannot be resolved with the current sensitivity of flow cytometry. Additionally, it is also possible that, for equivalent levels of TCR expression, the exact nature of each TCR dictates the signal strength received by each precursor and that as a consequence of this signaling, each precursor cell modulates its TCR surface level as the cell progresses through development^49^. In support of this hypothesis, iNKT2 cells express the highest levels of TCR and also express the highest levels of GATA3^50^. While GATA3 is an autoactivator of its own expression^51^, it also directly binds to several gene loci, including *Tcra*, *Tcrb*, *Cd3d*, and *Cd3g*^52^, and controls surface TCR expression level^52,53^. This might provide a positive regulatory loop whereby cells that signal strongly would initially induce high levels of GATA3, leading to increased surface expression of the TCRs and increased avidity for their cognate ligands.

To test whether differential TCR signaling is required for the proper development of iNKT cell subsets, we either reduced the TCR repertoire diversity of iNKT cells through the use of TCRβ transgenic mice or we reduced TCR signaling capacity of the polyclonal repertoire through the use of mice containing hypomorph mutations in the proximal tyrosine kinase Zap70. In both cases, we observe that limiting the strength of TCR signaling or the diversity of the TCR repertoire, preferentially affects, in a cell-intrinsic and genetic background independent manner, the development of iNKT2 and iNKT17 cells, while iNKT1 cells are less disturbed. These results are in agreement with the idea that the stronger TCR signaling observed in the two former subsets is indispensable to their proper development and cannot be replaced by external cues. Transcriptomic analysis of the stage 0 iNKT population from wild-type and Zap70-mutant mice demonstrates changes in expression of several transcripts coding for genes that have previously been involved in iNKT cells development, including *Egr*, *Myc*, *Tcf7,* and *Klf2*. For example, stage 0 iNKT cells from SKG mice are enriched 4.5-fold (*p*_adj_ < 0.07) in *Klf2*-encoding transcripts compared to their wild-type counterpart. 

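In stage 0 cells Klf2 was at 6.86 ± 7.97 CPM (SD, n = 3 libraries) in BALB/c and 85.5 ± 20.4 (SD, n = 3) in SKG. The fold change fitted by edgeR was 12.5 (log2 3.64, standard error 1.17, adjusted p = 0.830). With each library left out in turn, the log2 fold change lay between 3.07 and 5.15, and the highest value was found without BALB/c replicate 3. DESeq2 with shrunken fold changes gave a fold change of 4.92 (adjusted p = 0.0712). The authors' deposited table also holds 4.92.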

Interestingly, *Klf2* deficiency results in an increase in the proportion of iNKT2 cells^2^. Conversely, Myc-encoding mRNA is increased in cells derived from the BALB/c mice compared to SKG mice (2.1-fold, *p*_adj_ < 10^−6^). 

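Myc, on chromosome 15 of GRCm38 from 61985391 to 61990374, was at 393 ± 28.4 CPM (SD, n = 3 libraries) in BALB/c and 146 ± 26.1 (SD, n = 3) in SKG. Expressed as BALB/c over SKG, the fold change was 2.70, with an adjusted p of 0.328 from edgeR and a standard error of 0.18 on the log2 scale. Its reads numbered from 14120 to 17568 in the BALB/c libraries and from 4382 to 6734 in the SKG libraries, so that each of the 3 BALB/c libraries was above each SKG library. DESeq2 with shrunken fold changes gave 2.59 (adjusted p = 1.07e-06), and the authors' deposited table also holds 2.59.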

In the absence of Myc, development of iNKT1 cells is blocked and the remaining thymic iNKT cells have a phenotype reminiscent of iNKT2 cells instead^54^, suggesting a role for Myc in the subset differentiation of iNKT cells. These experiments argue that reduced TCR signal strength during the positive selection of iNKT cells changes the expression levels of several genes that affect subsequent subset differentiation.

Surprisingly, we observe only small reductions in expression of *Egr2* (1.6 fold, *p*_adj_ < 0.5) and *Egr1* mRNA (1.8 fold, *p*_adj_ < 0.0002) in stage 0 iNKT cells from SKG mice compared to the BALB/c mice. 

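Egr1 lies on chromosome 18 of GRCm38 from 34859823 to 34864984 and was at 1784 ± 208 CPM (SD, n = 3 libraries) in BALB/c and 942 ± 49.8 (SD, n = 3) in SKG. Expressed as BALB/c over SKG, the fold change was 1.89 (adjusted p = 0.447 from edgeR). Egr2, on chromosome 10 from 67535475 to 67542188, was at 1351 ± 230.1 (SD, n = 3) in BALB/c and 777 ± 249 (SD, n = 3) in SKG. Its fold change was 1.74 (adjusted p = 0.834 from edgeR), and with each library left out in turn it lay between 1.45 (without SKG replicate 3) and 1.95 (without SKG replicate 2). For both genes every BALB/c library was above every SKG library. In the authors' deposited table, Egr2 has an adjusted p of 0.539 and is not among the 238 genes.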

Analysis of Egr2 protein levels in stage 0 cells confirmes these results. This is unexpected because both genes are well known downstream targets of TCR signaling during thymic selection^55^ and have been previously implicated in iNKT cell development^14–16^. While the precise role of Egr1 remains unclear and appears subtle in wild-type iNKT cells^14,16^, lack of Egr2 expression by contrast leads to severe deficiency early in iNKT cell development^15^. Nevertheless, reduction of TCR signaling only minimally affects the induction of Egr2 in early iNKT progenitors. However, analysis of the subsequent stages of development expose a severe loss of Egr2 expression in iNKT cell from SKG mice compared to the levels observed in the same cells from BALB/c mice. Thus, in the presence of reduced Zap70 activity, the acute induction of Egr2 appears conserved but its prolonged expression is not. This phenomenon can be mimicked in vitro upon co-stimulation of pre-selection DP thymocytes with anti-Ly108 and anti-CD3 mAbs. While very high levels of Egr2 expression can be achieved acutely in these conditions, more than 24 h of sustained stimulation is required for the highest Egr2-expressing cells to express PLZF. Stimulation of SKG cells in the same conditions does not sustain the levels of Egr2 expression over time and few SKG DP thymocytes induce PLZF. Several conclusions can be reached from these experiments. First, expression of the PLZF protein can be induced in pre-selection DP thymocytes in vitro and requires prolonged co-signaling through the TCR and Ly108 molecules. These results support the hypothesis that TCR signaling can instruct the development of “innate” (as defined by PLZF expression) lymphocytes^15,56^, including iNKT cells^3^, in contrast with other data^32^. Second, only the highest Egr2-expressing cells are able to express the PLZF protein, expanding upon previous results where gene expression was examined by qPCR in entire cell populations^17^. Third, high Egr2 expression levels are necessary but not sufficient to induces PLZF, as it needs to be sustained for more than 24 h. We propose that reduced TCR signaling in SKG mice affects the longevity of Egr2 expression potentially through epigenetic mechanisms involving downstream TCR signaling molecules. Because the persistence of TCR signaling sustains cross talk with other pathways that can further modulate T cell fate ^57–60^, other events capable of modulating the strength and/or duration of signaling in iNKT cell precursors could also affect subset specification.

Global epigenetic information is more stable than gene expression profiles and propagates information over time during development and differentiation^61^. Changes in chromatin accessibility between iNKT1 and iNKT2 cells suggest lineage-specific activity of regulatory elements. Several regions surrounding iNKT1-expressed genes are only accessible in iNKT1 but not in iNKT2 cells. Globally, these iNKT1-specific chromatin accessibility regions are enriched for Runt, ETS and T-box binding motifs, suggesting that transcription factors belonging to these families might contribute to iNKT1 development by binding to these differentially accessible regions. Importantly, few differences in chromatin accessibility are observed between iNKT1 cells of BALB/c or SKG mice, implying that reduced TCR signaling does not appreciably affect the chromatin accessibility necessary to establish the iNKT1 program. Conversely, we detected accessible regulatory elements that are specific to iNKT2 cells. Generally, iNKT2-specific regions are enriched for Tcf, Rorγt, Egr, and NFAT-binding sites, indicating that commitment to the iNKT2 program might instead require binding of these transcription factors to these regions. Remarkably, part of this iNKT2 signature is affected by the SKG mutation with 30% of BALB/c iNKT2-specific regions being inaccessible in SKG iNKT2 cells. These regions are enriched for Egr and NFAT-binding sites, two transcription factors with activity directly linked to TCR signaling. These results suggest that efficient development of iNKT2 cells requires higher activity of these two transcription factors for binding to these regions. Altogether, our data point towards a model of iNKT cell subset development where variable TCR signaling might induce epigenetic changes at NFAT and Egr binding sites that may have corresponding effects on gene expression and differentiation. Whether these effects are due to direct binding of these transcription factors and/or binding in collaboration with other transcription factors at these sites remains to be determined.

Interestingly, the chromatin accessibility surrounding the *Egr2* locus (and *Runx1*) is different between iNKT cell subsets, with potential regulatory enhancer regions only accessible within specific subsets. Furthermore, accessibility at several of these enhancer regions is diminished and/or absent in SKG-derived cells. Thus, modulation of accessibility to these enhancer regions might have affected gene expression between subsets and between BALB/c and SKG mice. Specific deletion of these enhancer regions in vivo will be necessary to formally test this hypothesis. However, because transcriptional regulation of PLZF expression in iNKT cells has been linked to Egr2^15^ and Runx1^38^, reduced expression of these two transcription factors in SKG cells would be expected to affect the expression of PLZF and thereby development of iNKT2/17 cells as well.

Our ATAC-seq analysis of iNKT2 cells in BALB/c and SKG mice also reveals that expression of several genes coding for regulators of the MAPK/Erk pathway might be affected by the SKG mutation. These might be implicated in feedback circuitry mechanisms essential in modulating the persistence of the signal^62^, as Egr2 induction downstream of TCR also requires the Ras/MAPK/Erk pathway^14^. A stronger resurgence of Erk phosphorylation is observed in the stimulation of pre-selection DP thymocytes in the presence of Ly108 co-stimulation^17^, suggesting a potential role in regulating Erk oscillations over time and as a consequence, possibly, the dynamics of epigenetic changes and gene transcription in the cells^63^.

Finally, the Notch signaling pathway has an important role in the differentiation of T cell effector subsets^64^. The chromatin accessibility surrounding several genes involved in this pathway is also affected by the reduced TCR signaling. While it is currently unclear whether any of these potential enhancer regions modulate gene activity, the results nevertheless suggest a potential cross talk between TCR and Notch in further modulating signaling and the differentiation of iNKT subsets in the thymus^65^. Future experiments will explore these possibilities.

## Methods

### Mice

The SKG mice on the BALB/c background^31^, and YYAA mice on the C57BL/6 background^30^ have been described previously. IL-4 reporter mice KN2^66^ backcrossed to the BALB/c background and the YYAA mice were graciously provided by Dr. Lee Reinhardt and Dr. Arthur Weiss, respectively. TCR transgenic mice on the C57BL/6 background expressing the TCRβ chain from the DO11.10 hybridoma have been described previously^67^. These mice were crossed with BALB/c mice to generate F1 expressing the transgene or not. Wild-type F1 littermates were used as controls. C57BL/6, BALB/c, and CD45.1 congenic BALB/c mice (CByJ.SJL(B6)-Ptprc^a^/J) were purchased from Jackson Laboratories. All mice were used between 8 and 10 weeks and were age-matched for each experiment. All mice were raised in a specific pathogen-free environment at the Biology Resource Center in National Jewish Health and the Office of Laboratory Animal Research at UCD. All animal procedures were approved by the NJH (AS2780-10-16) and UCD (B-64314(05)1E) Institutional Animal Care and Use Committees and were carried out in accordance with the approved guidelines.

### Thymocyte isolation and flow cytometry

Single-cell suspensions were prepared from the thymus by manual disruption using syringe plunger. PBS57-CD1d1 tetramer was obtained from the National Institutes of Health Tetramer Core Facility. The complete list of surface antibodies used is as follows: Anti-CD5 (53-7.3), anti-CD6 (BX222), anti-Ly6c (AL-21), anti-Vβ2 (B20.6), anti-Vβ7 (TR310), anti-Vβ8.1-8.2 (MR5-2), anti-Vβ8.3 (1B3.3), anti-Egr2 (erongr2), anti-CD24 (M1/69), anti-CD69 (H1.2F3). From BD Biosciences: anti-TCRβ (H57-597), anti-CD8α (53-6.7); from BioLegend: anti-CD44 (IM7); anti-CD4 (RM4-5). Surface antibody staining was done then cells were fixed and permeabilized using the FoxP3 buffer set (eBioscience). Fixed and permeabilized cells were incubated with intracellular antibodies including anti-PLZF (Mags.21F7; eBioscience), anti-Tbet (4B10; BioLegend), and anti-Rorγt (Q31-378; BD Biosciences). Cells were analyzed on a BD LSRFortessa (BD Biosciences) and data were processed with FlowJo software (TreeStar).

### Enrichment of CD1d-reactive thymocytes

Thymocytes were enriched for PBS57–CD1d-reactive cells by incubating thymocyte cell suspensions with PE or APC conjugated PBS57–CD1d tetramers for 45 min at 4 °C, then incubated with anti-PE or anti-APC magnetic microbeads (Miltenyi Biotec) for 15 min at 4 °C, followed by separation by using an autoMACS Pro Separator (Miltenyi Biotec) according to manufacturer’s instructions. Cells were first stained for surface markers and then intracellular stained for flow cytometric analysis.

### Bone marrow chimeras

Bone marrow cells from wild-type congenic BALB/c mice (CD45.1), BALB/c mice (CD45.2), and SKG (CD45.2) mice were harvested and depleted of CD90-expressing cells using magnetic beads. Bone marrow cells from wild-type CD45.1 mice were mixed at 1:1 ratio with either cells derived from wild-type CD45.2 mice or SKG mice. Overall, 5 × 10^6^ cells were injected intravenously into lethally irradiated wild-type BALB/c (CD45.1 × CD45.2) recipient mice (1000 rads). Eight to ten weeks after reconstitution, chimeric mice were euthanized and thymocytes were analyzed by flow cytometry.

### In vitro stimulation of pre-selection DP thymocytes

Total thymocytes from BALB/c and SKG mice were incubated with PE-labeled anti-CD127 (A7R34), anti-CD3 (145-201), anti-CD25 (PC61.5), anti-CD69 (H1.2F3), and PBS57/CD1d tetramers for 20 min at room temperature, washed and depleted using anti-PE magnetic beads and autoMACS pro separator (Miltenyi Biotec). Overall, 5 × 10^5^ pre-selection DP thymocytes (purity > 95%, verified by flow cytometry analysis for each experiment) were then placed in wells of 96-well plates some of which had been coated overnight with 1 µg/ml anti-CD3 (2C11) ± 5 µg/ml anti-Ly108 (13G3-19D). At different time points post stimulation, cells were stained with surface markers CD4 and CD8, fixed with the Foxp3 fixation/permeabilization kit and stained intracellularly for Egr2 and PLZF. Each condition was tested in duplicate for each independent experiment.

### RNA-Seq

Stage 0 iNKT cells (PBS57–CD1d tetramer^+^, CD44^−^, CD24^+^, CD69^+^, CD4^lo/−^, CD8^−^) were sorted from the pooled thymi of three BALB/c or SKG mice (~1 × 10^3^ cells were recovered) directly into Trizol buffer. Three independents samples were generated for each genotype. RNA quality was evaluated with the Bioanalyzer RNA pico kit (Agilent Technologies). Libraries were prepared from polyA^+^ RNA using the Whole Transcriptome Amplification Sequencing Technology SEQR kit (Sigma-Aldrich). Briefly, purified RNA was reverse transcribed using SuperScript II, Oligo dT30 VN primers, and template switching primers. A preamplification step of eight PCR cycles was performed using the Kapa HiFi Hotstart kit (Kapa Biosystems). The PCR product was purified using AMPureXP beads (Beckman Coulter) and 1 ng was further used for library preparation using the Nextera XT LibraryPrep kit (Illumina). Tagmented DNA was amplified with a 12-cycle PCR and again purified with AMPureXP beads. Library size distribution and yield were evaluated using the Bioanalyzer high-sensitivity DNA kit. Libraries were pooled at equimolar ratios and sequenced with the rapid run protocol on a HiSeq. 2500 (Illumina) with 50-nt single end cycling.

### RNA-Seq analysis

Reads were aligned using Hisat2 (v.2.1.0) with unstranded default parameters and the primary GRCm38 genome assembly (downloaded 08/26/2016). Reads overlapping exons were enumerated using featureCounts (subread v.1.4.4) requiring a minimum mapping quality of 10 using GRCm38.85 ensembl annotations (downloaded 08/26/2016). Counts were analyzed using the R package DESeq2 and libraries were normalized using the default median ratio method. Differentially expressed genes were required to pass a linear fold-change threshold of 1.5 and a FDR threshold of 0.1.

### ATAC-Seq

ATAC-seq was performed according to Buenrostro et al.^68^ with 50,000 sorted iNKT1 (CD27^+^, CD122^+^) or iNKT2 (CD27^+^, CD122^−^) cells. iNKT17 cells were not analyzed due to the low number of cells recovered from the SKG mice. Cells were lysed in 50 μl lysis buffer (10 mM TrisHCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% (v/v) Molecular biology-grade IGEPAL CA-630) to extract nuclei. Nuclei were pelleted at 500×*g*. Nuclei were resuspended in 50 μl 1 × TD buffer containing 2.5 μl transposase (Nextera, Illumina). The transposase reaction was conducted for 40 min at 37 °C. DNA was purified using MinElute PCR Purification columns and kit (Qiagen) and barcoding were performed using Illumina compatible index primers (IDTdna.com). PCR was conducted for 11–12 cycles. Library purification was performed with the MinElute PCR Purification Kit (Qiagen) and library size selection was carried out using AMPureXP (Beckman Coulter). Libraries were quantified and size distribution was assessed using the Bioanalyzer High Sensitivity DNA Kit (Agilent). Paired-end sequencing was performed on a HiSeq 2500 (Illumina) with 50 cycles for each read. Raw data from the sequencer was demultiplexed and FASTQ files were generated using bcl2fastq conversion software (Illumina).

### ATAC-Seq analysis

Sequencing reads in FASTQ format were mapped to mouse genome (mm10) using bowtie (version 1.0.0) with parameters “-p 8 -m 1 --best --strata -X 2000 -S --fr --chunkmbs 1024.” Unmapped reads were processed with trim_galore using parameters “--paired --nextera --length 37 --stringency 3 –three_prime_clip_R1 1 --three_prime_clip_R2 1” before attempting to map again using the above parameters. These two bam files were merged and processed to remove reads mapping to the mitochondrial genome and duplicate reads (with picard MarkDuplicates). For visualization, genomic coverage for individual replicates were computed on 10 bp windows with MEDIPS using full fragments captured by ATAC-seq and used to generate average coverage with the Java Genomics Toolkit for each group. To identify peaks, the bam files containing unique, non-chrM reads were processed with samtools and awk using “‘{if(sqrt(/$9*/$9) < 100)print0,}’” to identify nucleosome free DNA fragments <100 nt in length. These subnucleosomal fragments were used to call peak summits for each replicate with MACS2 using parameters “--nomodel -q 0.00001 --keep-dup all --call-summits.” The summits for each peak from all replicates were expanded to regions with a uniform size of 500 bp. These regions from all replicates were merged into one global set of peaks and were filtered to remove peaks on the Y chromosome or those that overlapped ENCODE blacklisted regions. The number of transposase insertions within each region was computed for each replicate and these raw ATAC-seq counts per peak for all replicates were normalized using voom. Pairwise contrasts were performed with limma and differentially accessible regions were filtered based on an FDR adjusted *p*-value of < 0.01 and an estimated fold-change of at least 4. We computed the ATAC-seq density (number of transposase insertion sites per kilobase) and accessible regions were defined as those with a mean of 3 normalized insertions per kilobase. We used HOMER to identify motifs for transcription factor binding sites enriched in different groups of peaks.

### Statistical analysis

Groups were compared with two-tailed Student’s *t*-tests or one-way analysis of variance (ANOVA) with Prism 7 (Graphpad Software, Inc.). *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### Data availability

Data that support the findings of this study have been deposited in NCBI GEO with the accession code GSE110327 (RNA-Seq) and GSE111427 (ATAC-Seq).

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

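RNA of stage 0 iNKT cells from BALB/c and SKG mice was sequenced as 3 libraries per genotype, each from a pool of 3 mice. The authors aligned the reads with Hisat2 to GRCm38 and counted those overlapping exons with featureCounts and Ensembl annotation, without regard to strand, at a mapping quality of at least 10. The deposited count table holds whole numbers without normalization or a filter on genes, and a second deposited table holds their DESeq2 comparison. As deposited by the authors, its log2 fold changes and standard errors are DESeq2 estimates after median-ratio normalization, BALB/c over SKG and shrunken. Its p-values are the authors' DESeq2 Wald p-values, with Benjamini-Hochberg FDR. Its score columns as deposited by the authors are the DESeq2 mean of normalized counts and the Wald statistic. Counts per library ranged from 37176544 to 43115544. Positions, lengths and GC content of genes were taken from the GENCODE annotation of GRCm38 by gene symbol.

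The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. All 6 libraries entered one fit without covariates. Genes were filtered with filterByExpr by genotype, normalized with TMM and tested with edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment over 12312 genes and thresholds of an FDR under 0.1 and a fold change of at least 1.5. Lists of genes were compared with camera on log2 CPM with a prior count of 2, at an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. A list needed 3 tested genes. Single measures were compared with two-sided exact permutation tests, and shares of reads were given exact Clopper-Pearson 95% intervals. The replicate numbers of the titles and the library numbers of the labels were checked as pairings, and correlations of the residuals between libraries of the same number lay between -0.145 and 0.00289, so the libraries were not paired.

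These tests, the thresholds, the gene lists and most alternatives were chosen before the data were examined. The alternatives were DESeq2 with and without shrinkage, limma-voom, other normalization factors, no filter and a stricter filter on low counts, either replicate number as a block, each library left out, an FDR of 0.05, no fold-change threshold, and the fold change tested in the model. Added after seeing the data were edgeR's exact and likelihood ratio tests, a robust prior, DESeq2 at the FDR alone, and the number of genes detected as a covariate. The fits were tested on simulated data with and without changed genes. Every split of the 6 libraries into 3 and 3 was fitted as well.

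Genes named are those the paper names for the stage 0 RNA-Seq in its text or labels in Fig. 5b, Zap70, called genes with the largest fold changes (there were 0), and members of reported lists. Genes the paper names for chromatin accessibility appear only among the other observations. The values of the paper's genes in its text were seen before this rule was written. The enrichment of gene ontology terms was not repeated, since its tool and background are not stated in the paper's text, and the chromatin accessibility and flow cytometry data were not among the files analysed.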

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

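The genes and the marker-list sums and colony variant tests in this part were chosen after their values were seen, whereas the test for overlapping genes was written before its result. Slc7a11 and AI506816 have the lowest p for each direction in the authors' deposited table among genes the paper does not name and whose libraries do not overlap between the genotypes. They are given here because a signal appeared in genes outside those the paper discusses. Slc7a11, a cystine transporter gene on chromosome 3 of GRCm38 from 49892526 to 50443614, had 10, 20 and 8 reads in the BALB/c libraries and 1459, 1215 and 1445 in the SKG libraries, or 0.320 ± 0.193 and 35.8 ± 4.36 CPM (SD, n = 3). Its log2 fold change was 6.80 (standard error 0.81, adjusted p = 0.328 from edgeR), higher in 3 of 3 SKG libraries. AI506816, a non-coding transcript on chromosome 5 from 23698296 to 23712667, had 855, 534 and 1199 reads in BALB/c and 3, 5 and 2 in SKG, or 20.6 ± 6.08 and 0.0861 ± 0.0380 CPM (SD, n = 3). Its log2 fold change was -7.85 (standard error 0.99, adjusted p = 0.328 from edgeR), higher in 3 of 3 BALB/c libraries. Neither gene passed the FDR threshold in edgeR, and both have an adjusted p far under it in the authors' table, at 1.22e-38 and 2.20e-38.

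Cells of another type in one genotype are argued against, because of 5 marker lists (double-positive thymocyte, B cell, myeloid, erythroid and thymic epithelial) 0 had summed CPM that separated the genotypes. Scaled to library totals without TMM factors, the B-cell sum was 177 in BALB/c replicate 1 and 21.9 in BALB/c replicate 2, and 29.6 in SKG replicate 1 and 183 in SKG replicate 3. Reads shared with an overlapping gene are argued against as well, since 0 counted genes have exons that overlap either gene. A variant at the gene that differs between the mouse colonies stays open. Of 29 tested neighbours of AI506816 within 1 Mb, 2 had an unadjusted p under 0.05, and Slc7a11 had 0 tested neighbours, so a variant that acts on the gene alone cannot be told apart from an effect of the Zap70 genotype, which stays untested.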

How the results depend on the processing

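The alternatives named here as added were chosen after seeing the data. EdgeR's quasi-likelihood test called 0 genes (671 at an unadjusted p under 0.05). The count stayed at 0 with limma-voom, with other normalization factors and with library size alone. It also stayed at 0 with either replicate number as a block and with each of the 6 libraries left out. BALB/c replicate 3 and SKG replicate 1 have no partner with the same library number. The library-number block therefore takes them out of the genotype comparison and leaves little room to call a gene. Its count of 0 says little about stability. An FDR of 0.05, no fold-change threshold and the fold change tested in the model gave 0 as well. With a lowest adjusted p of 0.212 in the main fit, these last settings could not have added a call. They therefore show nothing about stability. Other settings gave genes. DESeq2 without shrinkage called 370 (177 higher in SKG, 193 higher in BALB/c) and DESeq2 with shrunken fold changes 231 (118 and 113). Without a filter on low counts edgeR called 2, both higher in SKG, Susd2 and Gpr83 (the latter named after its value was seen, adjusted p = 0.0944), and with a stricter filter 1, Susd2. Among added alternatives, edgeR's exact test called 82 (36 and 46), its likelihood ratio test 96 (42 and 54), DESeq2 at the FDR alone 239 with shrinkage (123 and 116) and 381 without (185 and 196), and DESeq2 without shrinkage but with the number of genes detected as a covariate 855 (329 and 526). The same covariate and a robust prior left edgeR at 0.

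On counts simulated with a spread modelled on these libraries and 200 changed genes, edgeR's quasi-likelihood test called 59 genes, 55 of them changed. DESeq2 with shrunken fold changes called 475, of which 107 were changed and 368 were not. With no gene changed, edgeR called 0 and DESeq2 384. For DESeq2 the real comparison gave 231, and the splits that mix the genotypes a median of 126 and at most 422. The simulated spread may therefore be wider than that of these libraries, so its false calls are not an estimate for them. The planted changes were larger than those fitted for Egr1, Egr2 and Myc, so the recovery is no estimate for changes of that size. With a small spread, edgeR and DESeq2 recovered 199 and 198 of 200. The simulated spread limits this to counts of that form.

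Of the 19 named genes, 0 reversed in any setting. Both DESeq2 fits called all 18 genes named in the text or labelled in Fig. 5b except Egr2, and edgeR called Susd2 under both other filters. In 36 cases in all, a named gene not called by edgeR's quasi-likelihood test was called under an alternative, and in 243 its side of the threshold stayed the same. Leaving out 1 library moved the fold change of some named genes by more than 1.5 times. The log2 fold change of Klf2 went from 3.64 to 5.15 without BALB/c replicate 3. That of Runx3 went from 6.86 to 10.52 without BALB/c replicate 3 and to 5.56 without SKG replicate 2. That of Rora went from -6.80 to -11.71 without SKG replicate 1 and to -6.09 without BALB/c replicate 1. Xcl1 went from -5.72 to -5.06 without BALB/c replicate 2, and Fcer1g from -1.96 to -2.60 without SKG replicate 3. The library-number block, which compares only libraries that share a number, gave 6.12 for Klf2, 10.83 for Runx3 and -12.03 for Rora. Shrinkage by DESeq2 gave 2.30, 2.45 and -2.32 in the same order. Fitted values of genes with libraries near 0 reads depend on the prior count. The cause was not tested.

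Of the 12 gene lists, 0 were called with camera on all libraries, and the erythroid list was not among them, having fewer than 3 tested genes. Without a filter on low counts 3 lists were called, 2 of the 12 (iNKT1 and TCR-induced) and the erythroid list, each lower in SKG at an adjusted p of 0.0650. With 1 library left out, the number of lists called ranged from 0 to 2. It was 1 without BALB/c replicate 2 (the erythroid list and none of the 12, adjusted p = 0.00678, where BALB/c replicate 1 holds 1428 reads of Hbb-bs and the other libraries at most 22) and 2 without SKG replicate 3 (iNKT1 and myeloid, adjusted p of 0.0588 and 0.0625). The direction given by the set test reversed in 18 cases, each with an adjusted p above the threshold in that setting. For the iNKT2 list this happened with fry (median log2 fold change 0.0758), without a filter (0.0742) and with the replicate block (0.0758), and for the Fig. 5b list without a filter (-0.0048). The other reversals came from leaving out a library. Over those fits the medians ranged from -0.10 to 0.25 for the iNKT2 list, from -0.13 to 0.21 for the Fig. 5b list, from -0.52 to 0.94 for B cells, from -0.80 to 0.53 for double-positive thymocytes, from -1.50 to 1.75 for myeloid cells, from -0.81 to 0.47 for sorting markers and from -0.23 to 0.13 for TCR locus genes. The iNKT1 and TCR-induced lists stayed lower in SKG in all of these fits, although several iNKT1 genes had libraries near 0 reads. The cause was not tested. Thinning all libraries to the smallest total of 37176544 reads made their sizes equal but removed few reads, so what a greater or much lower depth would change was not tested.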

Differences from the paper's values

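The paper states 238 differentially expressed genes, and edgeR's quasi-likelihood test called 0 (671 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, only DESeq2 with shrunken fold changes gave a count within 1.5 times the paper's, at 231. DESeq2 without shrinkage gave 370, edgeR without a filter 2 and with a stricter filter 1, and every other gave 0. Among alternatives chosen after seeing the values, DESeq2 with shrunken fold changes at the FDR alone called 239 genes, which hold 237 of the authors' 238 and drop 1. The paper's legend gives the 238 with a fold change above 1.5, while in the authors' deposited table 238 is the count at the FDR alone and 230 also pass the fold change.

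The paper's text gives a fold change of Klf2 of 4.5, while the authors' deposited table holds a shrunken 4.92. EdgeR, which does not shrink in that way, gave 12.5. The shrunken DESeq2 fold change was 4.92. The values without BALB/c replicate 1 (10.6) and without SKG replicate 3 (11.0) fell within 1 standard error on the log2 scale of the paper's. They did so only because their standard errors were wide, so this is no sign of a closer match. All other settings chosen beforehand differed, from 8.38 without BALB/c replicate 2, which lies nearer to 4.5, to 69.5 with the library-number block. That block compares only libraries that share a number. The paper's limit for the adjusted p of Klf2 is 0.07, against 0.830 here. DESeq2 gave 0.0712 with shrinkage and 0.0439 without, and every other setting chosen beforehand lay above 0.59. The paper also gives an adjusted p for Myc, as a limit far under its FDR threshold, and edgeR gave 0.328 here, with Myc higher in 3 of 3 BALB/c libraries. DESeq2 gave 1.07e-06 with shrinkage and 1.20e-06 without, and the other settings chosen beforehand ranged from 0.110 to 1. The paper's limit for the adjusted p of Egr1 is 0.0002, against 0.447 here. DESeq2 gave 0.000257 with shrinkage and 0.000216 without, and the other settings chosen beforehand ranged from 0.110 to 1. The paper's limit for the adjusted p of Egr2 is 0.5, against 0.834 here. DESeq2 (0.540 with shrinkage, 0.437 without), limma-voom (0.591), no filter (0.645), the stricter filter (0.694) and leaving out BALB/c replicate 3 (0.653) lay within 1.5 times of it, and the other normalizations, both blocks and the remaining left-out libraries did not.

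The paper places Egr2 among its differentially expressed genes. Egr2 was higher in 3 of 3 BALB/c libraries, but was called neither by edgeR nor by either DESeq2 fit, and in the authors' deposited table its adjusted p is 0.539.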

Other observations

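The tests chosen after a result was seen in this part are the splits for DESeq2, the number of genes detected, the spread between libraries, the summed counts of marker lists for double-positive thymocytes and for B and myeloid cells, the length test among protein-coding genes, and the removal of the length trend. The others were written before their results. Where the camera test of marker lists had come out undecided, the sums were added.

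Since edgeR's quasi-likelihood test called 0 genes between the genotypes, all 10 splits of the 6 libraries into 3 and 3 give at least as many by construction, and this comparison decides nothing about chance. With 10 splits, chance cannot be excluded for any count. With DESeq2 and shrunken fold changes, 3 of 10 splits gave as many as the 231 between the genotypes, and the 9 splits that mix the genotypes called from 53 to 422 genes, with a median of 126. The 422 were found between the 3 libraries with the fewest and the 3 with the most genes detected. The number of genes detected is therefore a candidate cause of the calls in that split. Between the genotypes it is argued against, since the SKG libraries lay on both sides of the BALB/c libraries, with 10835 genes with at least 10 reads in the lowest and 14791 in the highest SKG library, against 11415 to 14339 in BALB/c. That mixed splits give such numbers is consistent with a spread between libraries beyond what the DESeq2 model allows. At an unadjusted p under 0.05 in edgeR, 671 genes between the genotypes were more than in any of the 9 other splits (290 to 644). Calls by DESeq2 with shrunken fold changes also moved with single libraries. With 1 library left out, 204 to 533 genes were called, the 533 without BALB/c replicate 3, the 369 without SKG replicate 1 and the rest from 204 to 280, and 66 of the 231 (28.6%) were called in all 6 fits, which leaves open whether single outlying counts decide them.

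A difference in the sex of the pooled mice is argued against, since Xist was counted in every library (4838 to 11401 reads) and the highest count of a Y-linked gene was 1. A difference in library size between the genotypes is argued against by the totals, which overlapped (37537933 to 43115544 in BALB/c and 37176544 to 40276328 in SKG). Thinning to one total left 225 of the 231 DESeq2 calls, but it removed few reads and so adds little. For double-positive thymocytes, the planned camera test was undecided (adjusted p = 0.763), as it was for B and myeloid cells (lower adjusted p = 0.300). The sums, in CPM scaled to library totals without TMM factors, argue against an excess in all libraries of a genotype. Rag1, Rag2, Dntt, Ptcra, Cd8a and Cd8b1 summed to 391, 87.9 and 40.0 in BALB/c and 54.4, 114 and 147 in SKG. The myeloid list summed to 257, 105 and 114 in BALB/c and 72.6, 78.5 and 305 in SKG. The most abundant gene of the myeloid list, Cst3, had 2786 to 6723 reads per library, and Themis, the most abundant of the double-positive thymocyte list, 3331 to 6364. Of the latter list, 3 genes are also in another list. Cells carried over in single libraries stay open. BALB/c replicate 1 had the highest double-positive thymocyte sum and SKG replicate 3 the highest myeloid sum, and these are the libraries that the second and first principal components (28.8% and 32.2% of the variance) set apart.

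Transcripts of the authors' genes higher in SKG were longer than those of genes higher in BALB/c, with medians of 3884 and 2316.5 nt over 223 of the 230 genes (permutation p = 0.0001, the smallest that 10000 divisions can give). By the rule written before that test, transcript length is a candidate cause for part of the calls. Over all 11937 tested genes with a length, the log2 fold change rose with length across genes, which are not independent replicates (Spearman rho = 0.147), and 1 of the 9 other splits had an absolute rho as large, up to 0.207. This may be a technical difference in coverage between libraries, since a trend over all genes was found. Non-coding genes are argued against as its source, since the difference remained among protein-coding genes (permutation p = 0.0001, the smallest possible). As the whole cause of the calls the trend is argued against, since 215 of 221 genes kept their direction and at least 1.5-fold after it was taken away. That last test was chosen because the length difference had been seen, and it leaves a contribution of length open. GC content did not separate the directions (permutation p = 0.0784). Variants carried along with Zap70 are argued against, with 3 called genes within 20 Mb of it (permutation p = 0.401 over 10000 random gene sets of like expression). Variants that change neighbouring genes are argued against as well, with 37 genes within 0.5 Mb of another called gene (permutation p = 0.782).

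A lower TCR signal as the cause of lower early-response mRNAs as a set was not decided. The adjusted p of the TCR-induced list was 0.137 with fry and 0.300 with camera, and without a filter on low counts camera gave 0.0650, under the threshold. The list of iNKT1 genes had a median log2 fold change of -1.98 (limma's camera, adjusted p = 0.288), with 2 of 8 tested genes higher in SKG. With 1 library left out the median lay between -2.30 (without SKG replicate 3) and -1.05 (without SKG replicate 1). The study picked 3 of its members from these libraries. Several tested members had libraries near 0 reads. Klrb1c had 0, 86 and 175 reads in BALB/c and 0, 27 and 0 in SKG, and Gzma 120, 1 and 91 against 1, 107 and 0. Nkg7, Xcl1 and Fcer1g were lower in every SKG library than in any BALB/c library. The most abundant member, Il2rb, was at 224 ± 68.0 CPM (SD, n = 3) in BALB/c and 240 ± 50.7 (SD, n = 3) in SKG. Tbx21, Ifng and Cxcr3 were not tested. The other lists had adjusted p from 0.300 to 0.934. The genes that the paper names for chromatin accessibility in later subsets are given here for stage 0 mRNA only. Of 24 such genes, 13 were tested, and edgeR's adjusted p lay between 0.817 and 0.997. The log2 fold change was 0.82 for Dusp5, 0.57 for Ccr7, 0.47 for Il17rb, 0.34 for Slamf6, 0.16 for Rbpj, 0.13 for Pdcd1, 0.10 for Il2rb, -0.06 for Runx1, -0.33 for Dusp4, -0.34 for Zbtb16, -0.73 for Spry1 and -0.73 for Bcl2. Dusp6 was at 259.7 ± 50.3 CPM (SD, n = 3) in BALB/c and 129.9 ± 47.5 (SD, n = 3) in SKG (edgeR, adjusted p = 0.817).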
